A study of Allium sativum with 84 samples. Its data were reported in "Genomic insights into the evolutionary history and diversification of bulb traits in garlic" (2022).

How the data were processed

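Enlarging bulbs were collected in spring from 84 garlic accessions grown side by side on a farm in Shandong, and per the labels 3 bulbs of each accession were taken. The study describes other numbers of pooled plants and of accessions, and the labels give 1 source name for all libraries. Neither difference could be settled from the sources used here. Total RNA was extracted with a plant RNA kit, and Illumina libraries were built with an NEBNext kit. The authors aligned the clean reads to the garlic reference genome with HISAT2 (version 2.2.1.0 in the submitters' processing notes) at default parameters. The deposited values are FPKM, fragments per kilobase of gene scaled to the reads of the library, which the authors computed for each gene. The program that counted the reads and the total used for scaling were not given in the sources used here. The FPKM of a library did not sum to a constant, so values were compared as deposited and, in alternatives, after rescaling.

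Each accession has 1 library, and the replicates of a site are different accessions. A p-value therefore measures a difference between the fitted groups against the spread among accessions within them, which includes their genetic differences. In the comparison of China with other countries each group pools accessions of several sites. Accessions were treated as independent, whatever their relatedness. Accessions were grouped only by the country or collection site in the labels. The labels give no genetic groups. The text of the study names the group of single accessions only, too few to compare, and these were not used here. For the groups of all accessions its Methods refer to the supplement, which was not used here either, so the genetic groups were not compared. It words GA 20-oxidase as an enzyme that breaks down active gibberellins, whereas the enzyme of that name is commonly known for their synthesis, and no role was used here. The table did not pair gene IDs with names, so the names of genes come from the text of the study. Gene lists by product name, planned before the data were examined, were not analysed here for that reason.

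FPKM are not counts, so no count model was used. Values were transformed to log2(FPKM + 1), genes with at least 1 FPKM in at least 4 of the fitted accessions were tested, and fold changes are on that scale, which understates the change of low genes. Comparisons were fitted with limma 3.58.1 (R 4.3.3) with an intensity trend in the empirical Bayes step, two-sided, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Other countries were compared with China over all 84 accessions. The 6 sites with at least 4 accessions (Shandong, Xinjiang, Shanxi, Canada, Henan and Hebei, 43 accessions) were fitted together, with an F test and a contrast of each site against Shandong. The study used an analysis of variance per gene without covariates, and limma keeps that design.

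Shares of expression variance came from permutational analysis of variance (vegan 2.7.1, Euclidean distance, one-sided). Study-named lists were tested with fry, mroast and camera of limma, the last with a preset correlation of 0.01 and with an estimated one. The mixed p of fry was 1 for every list of this size, and mroast was added after this was seen. Chromosome shares were tested by Fisher's exact test, and runs of calls by 1000 permutations within chromosomes. H' was computed per gene from 10 intervals of 0.5 SD around the mean (the study words this unit as a standard error, and the SD over accessions was taken here), with logarithms to base 2, over genes above 0 FPKM in at least 1 accession, and 100 random draws of equal size were set beside it. Correlations between study-named genes were computed in log2 on each side of 0 on the first component, with 100000 permutations. Other tools were Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.

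The genes named in the text were fixed before the data were examined as 14 genes from the study and, for each main comparison, the 2 called genes that rose most and the 2 that fell most with a mean of at least 1 FPKM. Exceptions are said in place.

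Depth was recovered as a ratio between libraries. In weakly expressed genes the commonest ratio of FPKM between 2 libraries is that of single reads, and it gave the relative depth, with the first column at 1. For 11 of the 14 study-named genes a step was found, and their recovered counts were within 0.05 of a whole number in 100% of the libraries. A median of 42 reads per library stood behind Asa2G00237.1, 32 behind Asa6G06199.1, 54 behind Asa2G00245.1 and 13 behind Asa2G02184.1. Values at 0 are described as listed at 0.

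On simulated values with the means and spreads of the real genes and 200 changed genes, the limma fit of China against other countries recovered 72% of 2-fold and 95% of 4-fold changes. For Canada it recovered 33% and 75%, and for Henan 18% and 69%, with 4 to 9 false calls per simulation. Each simulated gene varied independently, without the expression clusters that the real accessions share. These rates therefore hold for that setting and may not describe the real fits.

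Alternatives planned beforehand were pseudocounts of 0.1 and 0.01, no filter, a filter on the mean, median-ratio scaling, quantile normalization, untransformed FPKM, accession weights, the site spelled Xiangjiang counted as Xinjiang, and leaving out each accession. A scan along the columns of the deposited table looked for breaks in expression, since the table gives no sequencing batch, and it found 3 blocks that end at columns 7, 23 and 84. Fits with the block or with expression components as covariates, within blocks, and without 2 accessions with many on/off genes were added after seeing the data. On/off genes are the 2142 genes listed at 0 in at least 20 accessions and at 2 FPKM or more in at least 20.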

Results

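RNA from enlarging bulbs of 84 garlic accessions was sequenced, with 1 library per accession, and the transcript abundance of 57561 annotated genes was given in FPKM. All accessions were grown on 1 farm in Shandong, and the label that differed among them was the country or collection site. Shandong contributed 15 accessions, Xinjiang 9, Shanxi 6, Hebei 4 and Henan 4, and for 6 accessions from China the province was not given. In total, 68 accessions were collected in China and 16 in 11 other countries, of which Canada contributed 5, Greece 2 and each of the others 1. A total of 47415 genes were above 0 FPKM in at least 1 accession, 20530 in every accession, and 10146 were listed at 0 throughout. A library detected 31485 to 36548 genes, and its FPKM summed to between 1095909 and 1339386. Relative depth, recovered from the steps that whole reads leave in low FPKM values, ran from 0.449 to 1.03, so the deepest library held 2.29 times the reads of the shallowest. The absolute depth was not given in the table. No pair of libraries held identical values, and Pearson's r between 2 libraries, across genes on the log2 scale, ran from 0.794 to 0.987 with a median of 0.894.

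The accessions separated strongly in their bulb expression, and the separation crossed the collection sites. The first principal component held 27.2% of the variance, with 41 accessions below 0 and 43 above. On the third component, which held 9.58%, 7 accessions lay between 133.3 and 148.3, while the other 77 reached at most 65.3. These 7 were Xinjiang replicates 3, 6 and 8, both Greece accessions, the Israel accession and the accession labelled Eygpt (read here as Egypt). Country explained 2.75% of the variance (1.205% is the share expected without any difference), by a one-sided permutation test of distances in vegan with p = 0.0197 for 16 against 68 accessions. The 6 best sampled sites explained 12.5% (11.9% expected, permutation p = 0.366 over 43 accessions), a share that did not exceed the spread within sites. Expression also shifted along the order of the deposited columns, with the strongest break after column 23 (7.78% of the variance, p = 1e-04, the smallest that the permutations can give) and another after column 7 (14.5% of the variance of the first 23, permutation p = 7e-04). The resulting 3 blocks held 6, 10 and 52 accessions from China and 1, 6 and 9 from other countries.

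**Figure D1:**
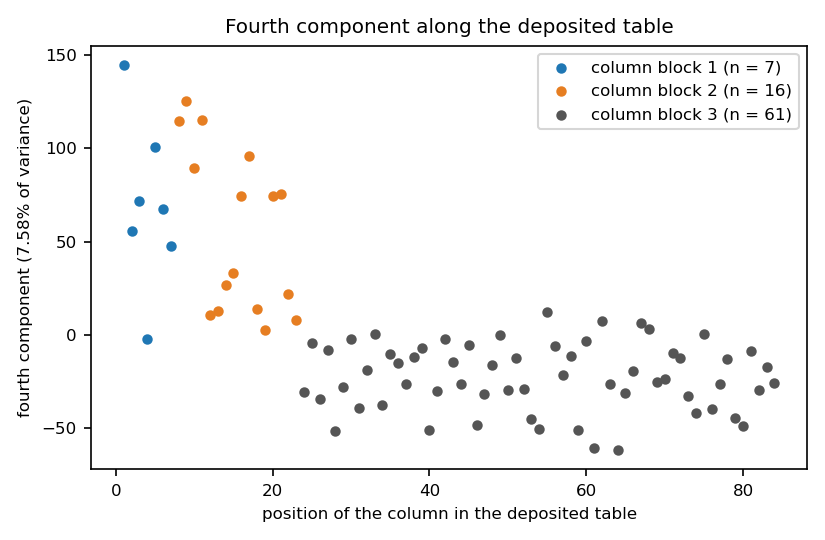
Each point is 1 accession, placed by the position of its column in the deposited table and by its score on the fourth expression component (arbitrary units, 7.58% of the variance), coloured by the 3 column blocks of 7, 16 and 61 accessions. Scores in the third block lie mostly below those in the first 2 blocks.

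**Figure D2:**
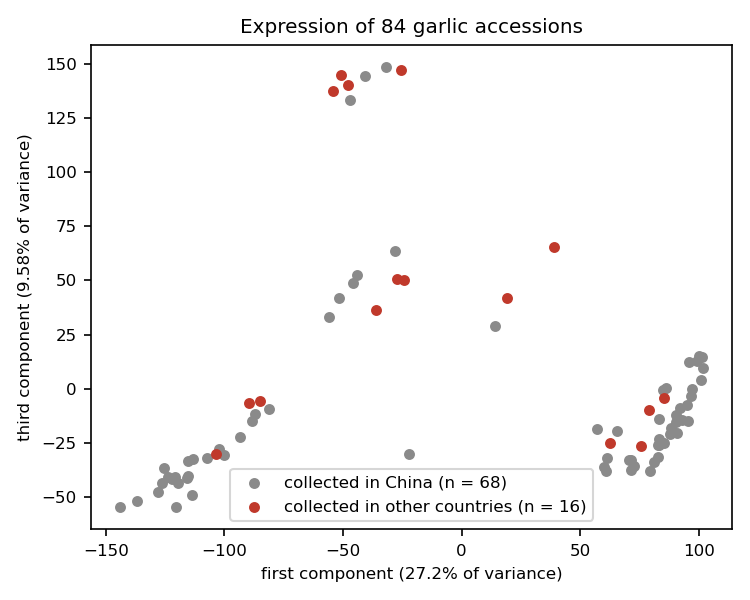
Each point is 1 accession, placed by its scores on the first and the third expression component (arbitrary units, with the share of variance on each axis), in grey for the 68 accessions collected in China and in red for the 16 from other countries. The 7 accessions above 100 on the third component include 4 from other countries.

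The first comparison asked which bulb genes differ between accessions collected in China and in other countries. Asa2G00237.1, a homolog of rice SLR1 that encodes a DELLA protein, a repressor of gibberellin signalling, was higher in other countries, with 5.89 ± 4.21 FPKM (SD, n = 16) against 2.34 ± 2.47 in China (SD, n = 68). Its change on the log2(FPKM + 1) scale was 0.98 ± 0.22 (SE, limma adjusted p = 0.00415), and 15 of the 16 accessions lay above the median of China. Above 3.5 FPKM, in a gap of the values from 3.04 to 3.70, lay 10 of these 16 and 8 of the 68 from China. They include the 7 accessions set apart on the third component (7.50 to 14.7 FPKM). The high level thus occurred in both groups and was not shared by all accessions from other countries. Asa5G05030.1 was listed at 0 in 9 of the 16 accessions from other countries and in 9 of the 68 from China. It was lower in other countries by a log2 change of -2.44 ± 0.56 (SE, limma adjusted p = 0.00623), with 15.5 ± 21.3 against 36.6 ± 19.5 FPKM (SD, n = 16 and 68).

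Asa8G02778.1 fell further, with a log2 change of -2.97 ± 0.67 (SE, limma adjusted p = 0.00558), from 113.7 ± 96.7 FPKM in China to 42.4 ± 70.8 in other countries (SD), and 14 of 16 accessions lay below the median of China. The strongest rises were those of Asa7G03264.1 and Asa4G06226.1. Asa7G03264.1 reached 118 ± 217 FPKM in other countries against 8.08 ± 16.04 in China (SD, log2 change 2.50 ± 0.58 SE, limma adjusted p = 0.00673), and 14 of 16 accessions lay above the median of China. Asa4G06226.1 reached 24.9 ± 30.95 against 2.45 ± 9.49 FPKM (SD, log2 change 2.27 ± 0.41 SE, limma adjusted p = 7.7e-04), with 11 of 16 above. The deposited table did not pair these IDs with gene names. Altogether limma called 1323 of 36007 tested genes, 442 higher and 881 lower in other countries. The excess of lower genes varied with the processing. There were 486 higher and 747 lower genes with median-ratio scaling, and 689 and 659 with quantile normalization. On untransformed FPKM most called genes were higher, 490 of 692, whereas a pseudocount of 0.1 gave 353 higher and 1201 lower.

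With the column block as a covariate 1321 genes were called, 922 of them among the 1323. The accessions of the third block alone gave 2712 genes, whereas the first 2 blocks alone gave none in limma (2459 at an unadjusted p under 0.05). Asa2G00237.1 had a log2 change of 1.48 in the third block (7.59 ± 4.60 against 1.80 ± 1.39 FPKM, SD, limma adjusted p = 4.7e-05, n = 9 and 52) and of 0.065 in the first 2 blocks (3.70 ± 2.50 against 4.13 ± 4.02 FPKM, SD, limma adjusted p = 0.983, n = 7 and 16). With the first 3 components as covariates, which are computed from the same expression values, 20 genes were called, and the change of Asa2G00237.1 was 0.31 (limma adjusted p = 0.318). Leaving out each accession in turn moved the count by over 1.5 times for 6 of 84. It was 570 without Eygpt, 533 and 605 without Greece replicates 2 and 1, 731 without Israel, 846 without Canada replicate 3 and 2080 without Thailand.

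**Figure D3:**
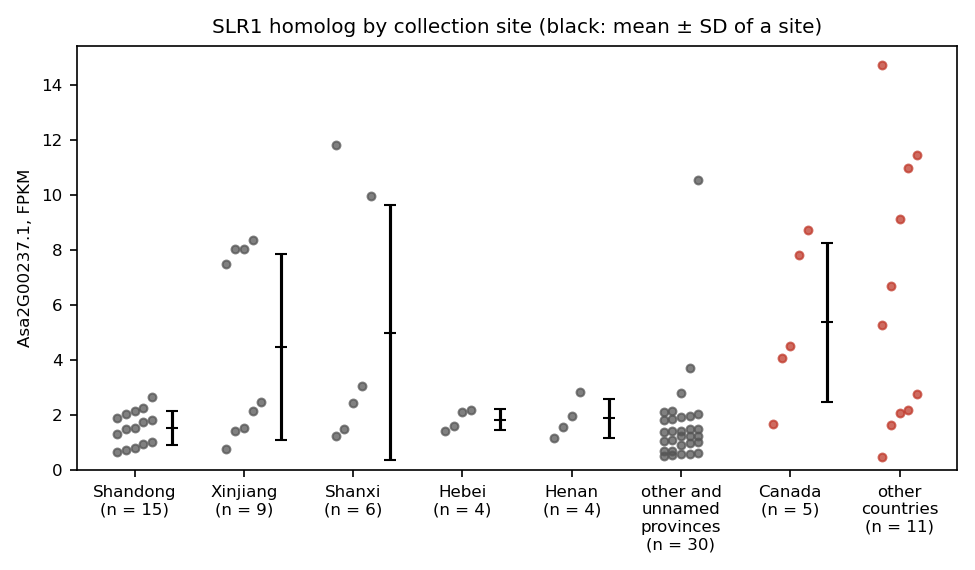
Each point is the FPKM of the SLR1 homolog Asa2G00237.1 in 1 accession, grey for sites in China and red for other countries, and the black bars give mean ± SD for single sites. All 15 Shandong accessions lay at or below 2.67 FPKM, while 4 of 9 Xinjiang and 4 of 5 Canada accessions lay above that.

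The genes that the study named for bulb growth were compared as 3 lists, which the study chose partly on these libraries and which are therefore not independent evidence. Among the gibberellin genes, Asa2G00237.1 passed the test over all genes and also adjusted over the list alone (p = 5.2e-05). The BEL5 ortholog Asa6G01110.1, a homeodomain factor of storage organ formation, was at 104 ± 45.9 FPKM in other countries and 113.97 ± 54.5 in China (SD, n = 16 and 68). Asa0G05638.1, named as a GA 20-oxidase, was abundant, at 1852 ± 930 against 1459 ± 785 FPKM (SD), and neither of these passed (limma adjusted p = 0.809 and 0.322). The second GA 20-oxidase, Asa4G02474.1, was below the filter, listed at 0 in 36 accessions and with a median of 1 read. Only Asa2G00237.1 of the 3 tested gibberellin genes passed, and for change in 1 direction the list did not pass once adjusted over 9 list tests (fry p = 0.0178, adjusted p = 0.161, or 0.0347 with median-ratio scaling). For this list camera gave p = 0.0124 (adjusted p = 0.0571), with p = 0.0657 at an estimated correlation (adjusted p = 0.231), and was not run with median-ratio scaling. The test for change in either direction with rotations (mroast) gave p = 0.0034 for this list (adjusted p = 0.0306).

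The photoperiod list held the FT-like Asa6G06199.1, a member of the family of mobile flowering and storage signals, at 8.16 ± 7.76 FPKM in other countries and 5.21 ± 4.02 in China (SD, n = 16 and 68, limma adjusted p = 0.594). The ELF4-like Asa2G00681.1, the CDF2 homolog Asa8G01471.1 and the TGA4-like Asa2G04763.1 and Asa6G01159.1 did not pass either, and the 5 log2 changes lay between -0.25 and 0.30. None of the 4 genes for bud outgrowth and auxin passed, namely the TB1-like Asa2G00245.1, the YUCCA-like Asa2G02184.1, the TOPLESS-related Asa4G00255.1 and the AXR1-like Asa2G00503.1, with log2 changes between -0.11 and 0.16. Asa2G00253.1, printed by the study as another ID for the AXR1-like gene, had a log2 change of -1.17 ± 0.43 (SE, limma adjusted p = 0.105, or 0.00779 adjusted over the list alone, as the only member). No call was made for either list in fry (p = 0.971 for photoperiod and 0.923 for bud outgrowth) or in camera (p = 0.668 and 0.687).

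Genes called between China and other countries clustered along the gene IDs, whose first digit numbers the chromosome (0 for unplaced genes). For 8.16% of the called genes the next tested gene was called in the same direction, against a median of 2.04% and at most 3.33% in 1000 permutations within chromosomes (p = 0.001, the smallest they can give). Unplaced genes were called more often (149 of 2898, or 5.14%, Fisher's exact test, two-sided, adjusted p = 2.6e-04). Genes of chromosomes 6 and 7 were called less often, at 2.88% and 2.97% (adjusted p = 0.00796 and 0.0121), against 3.67% of all tested genes. Fisher's exact test takes genes as independent, whereas calls ran together along the IDs, so these p-values for chromosomes may be too small.

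Canada, the only country outside China with at least 4 accessions, was compared with Shandong in a fit of the 6 sites. Asa0G01440.1 was higher in Canada, with 303 ± 319 FPKM (SD, n = 5) against 13.5 ± 24.4 (SD, n = 15), and all 5 accessions lay above the median of Shandong (log2 change 4.30 ± 0.94 SE, limma adjusted p = 0.0179). Asa0G00279.1 reached 86.3 ± 103 against 0.385 ± 0.284 FPKM (SD), above the median of Shandong in 4 of 5 (log2 change 4.13 ± 0.87 SE, limma adjusted p = 0.0145). Asa7G01989.1 fell from 144.2 ± 44.6 to 43.6 ± 30.5 FPKM (SD, log2 change -2.53 ± 0.53 SE, limma adjusted p = 0.0127), below the median of Shandong in 5 of 5. Asa4G01473.1 fell from 300.4 ± 72.2 to 139.7 ± 125.1 FPKM (SD, log2 change -2.30 ± 0.52 SE, limma adjusted p = 0.0215), below it in 4 of 5. Without Canada replicate 3 none of these 4 genes passed, with log2 changes of 3.62 for Asa0G01440.1 (limma adjusted p = 0.0871), 3.27 for Asa0G00279.1 (0.0852), -1.39 for Asa7G01989.1 (0.0605) and -1.11 for Asa4G01473.1 (0.102). Without Canada replicate 5 Asa0G00279.1 and Asa4G01473.1 did not pass (3.66 and -2.12, limma adjusted p = 0.0634 and 0.0735). Canada replicate 4 resembled the mean of Canada replicate 3 and Shandong replicate 4 (r = 0.9002 across 2142 genes listed at 0 in at least 20 accessions and at 2 FPKM or more in at least 20) more than any single accession (at most 0.703). Without it 599 genes were called, 354 of the 459 among them, and all 4 genes passed (limma adjusted p = 0.00714 to 0.0475). In total 459 of 33913 genes were called, 342 of them lower in Canada and the others higher, while the median log2 change of all tested genes was -0.17. With median-ratio scaling that median was -0.05 and the calls were 227 higher and 88 lower.

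Of the Canada accessions, 4 stood in the first 2 column blocks and 1 in the third, against 3 and 12 of Shandong. With the block as a covariate 43 genes were called, and none of these 4 genes passed (limma adjusted p = 0.114 to 0.144). Their log2 changes were then 2.62 for Asa0G01440.1, 3.07 for Asa0G00279.1, -1.76 for Asa7G01989.1 and -1.85 for Asa4G01473.1, and over the 459 genes the median ratio of the changes with the block to those without was 0.791. The third block, with 1 Canada accession, held too few to compare the sites. In the first 2 blocks Asa0G01440.1 had 379 ± 313 FPKM in Canada (SD, n = 4) and 56.1 ± 26.1 in Shandong (SD, n = 3), and Asa0G00279.1 had 107 ± 107 against 0.448 ± 0.171 (SD). In the third block Asa0G01440.1 had 2.23 FPKM in the 1 Canada accession and 2.88 ± 3.69 in Shandong (SD, n = 12), without a higher value in Canada, and Asa0G00279.1 had 2.89 against 0.369 ± 0.310 (SD). Asa7G01989.1 had 34.3 ± 25.9 in Canada and 85.9 ± 36.3 in Shandong in the first 2 blocks (SD), and 80.6 against 159 ± 33.7 in the third. Asa4G01473.1 had 98.95 ± 99.1 against 239 ± 43.9 in the first 2 blocks (SD), and 303 against 316 ± 70.9 in the third. Relative depth was 0.686 ± 0.248 in Canada and 0.539 ± 0.0808 in Shandong (SD, n = 5 and 15, exact permutation test, two-sided, p = 0.0417).

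Asa2G00237.1 had 5.37 ± 2.89 FPKM in Canada and 1.54 ± 0.612 in Shandong (SD, n = 5 and 15), above the highest Shandong value in 4 of 5 accessions. Its log2 change was 1.23 ± 0.36 (SE, limma adjusted p = 0.0680, or 0.00452 adjusted over the list alone), and with median-ratio scaling the limma adjusted p was 0.0450. Over the alternatives it ran from 0.0203 with accession weights to 0.258 with the column block as a covariate, and it was 0.0276 without Canada replicate 2. None of the other 12 tested study-named genes passed, with log2 changes between -0.39 and 0.54. The lists gave fry p = 0.111 for gibberellin, 0.935 for photoperiod and 0.0983 for bud outgrowth (camera 0.0190, 0.479 and 0.0994, or p = 0.0956, 0.558 and 0.103 with an estimated correlation). With median-ratio scaling fry gave p = 7.5e-04 for bud outgrowth (adjusted over 9 list tests p = 0.00673) and 0.0284 for gibberellin (adjusted p = 0.0851), while camera was not run with that scaling. The direction of the photoperiod list differed between fry and camera. Calls in Canada also lay next to each other more often than by chance (2.83% against a median of 0.871% and at most 2.40%, p = 0.001, the smallest the permutations can give), and no chromosome stood out (smallest adjusted p = 0.520).

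Xinjiang, next to the Central Asian area where garlic is thought to have originated, was compared with Shandong, where all plants were grown. Asa2G00237.1 had 4.48 ± 3.36 FPKM in Xinjiang (SD, n = 9) against 1.54 ± 0.612 in Shandong (SD, n = 15), a log2 change of 0.87 ± 0.29 (SE, limma adjusted p = 0.245, or 0.0155 adjusted over the list alone). The values fell apart within Xinjiang, where 4 of 9 accessions exceeded the highest of Shandong. The FT-like Asa6G06199.1 had 8.91 ± 7.31 against 4.63 ± 3.20 FPKM (SD, n = 9 and 15, log2 change 0.73 ± 0.36 SE, limma adjusted p = 0.453). limma called 0 of 33913 genes (3724 at an unadjusted p under 0.05), 0 also with the untransformed values (3354), and 598 with accession weights. In simulated data of these group sizes, where genes varied independently, 39% of genes with a 2-fold change and 83% of those with a 4-fold change were recovered. No list passed in fry, with the smallest p for gibberellin (0.0524, camera 0.0175, or p = 0.0914 with an estimated correlation).

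Shanxi, Henan and Hebei were compared with Shandong in the same fit. In Shanxi Asa2G00237.1 had 4.99 ± 4.64 FPKM (SD, n = 6), and in Henan and Hebei 1.88 ± 0.708 and 1.84 ± 0.369 (SD, n = 4 each). limma called 0 genes for each of these sites, with 834, 1.8e2 and 397 genes at an unadjusted p under 0.05. With accession weights the counts were 0 for Shanxi, 11641 for Henan and 12 for Hebei, and without a filter Henan had 2. Among the 6 sites 15 genes were called by limma's F test (3079 at an unadjusted p under 0.05), and Canada had the lowest mean for 11 of them and the highest for 4. None of the 13 tested study-named genes was among them (smallest adjusted p = 0.373, that of Asa2G00237.1). The count was 0 with the block as a covariate (3273 at an unadjusted p under 0.05). With median-ratio scaling 13 genes were called, 5 of them among the 15. With quantile normalization 5 genes were called, 4 of them among the 15.

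Following the rule of the study for genes that gain or lose expression, genes were counted that were listed at 0 in every accession of 1 group and above 0 in more than 90% of the other. No gene met this between China and other countries or between Xinjiang and Shandong. Asa2G05523.1, named after its values were seen, was listed at 0 in all 5 Canada accessions and was above 0 in 14 of 15 from Shandong (0.785 ± 0.535 FPKM, SD). Over all 84 accessions it was above 0 in 49, so accessions of other sites were listed at 0 as well. Regrouping the accessions of both sites at random gave at least 1 such gene in 22 of 100 draws, and at most 6. Without Canada replicate 2 the count was 10.

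Across all accessions, 2142 genes were on/off genes, listed at 0 in at least 20 accessions and at 2 FPKM or more in at least 20. Jiangsu replicate 2 detected 97.2% of them and Canada replicate 4 detected 83.2%, while the other libraries detected 37.4% to 73.4%.

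**Figure D4:**
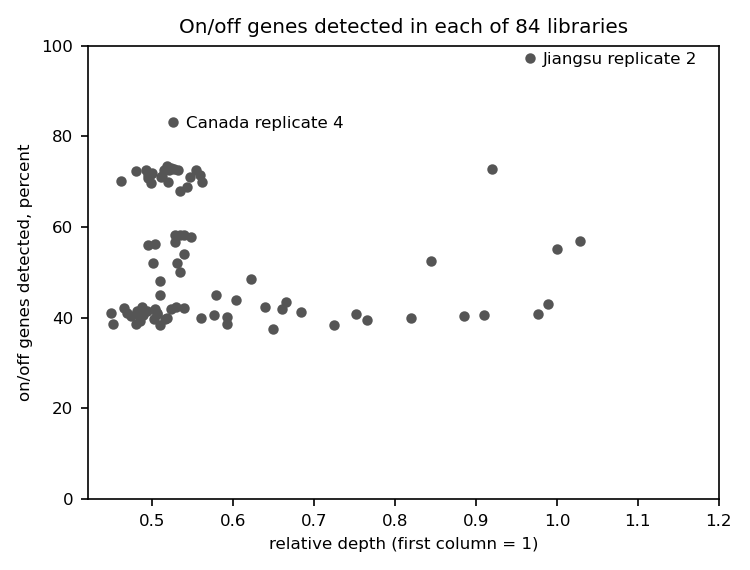
Each point is 1 library, placed by its relative depth (first column at 1) and by the percentage of the 2142 on/off genes that it detected. Jiangsu replicate 2 at 97.2% and Canada replicate 4 at 83.2% lie above the others, which reach at most 73.4%.

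The diversity of transcript abundance was described by the Shannon-Wiener index H' of each gene, which cannot exceed 3.32 with 10 intervals. The median over genes was 2.26 in all 84 accessions, 2.28 in the 15 from Shandong and 2.06 in the 9 from Xinjiang. Random draws of 9 accessions gave a median of 2.06 from all accessions and of 2.06 from Shandong, but at this number of accessions the median is tied at that value and does not separate groups. The mean over genes, which has fewer ties, was 1.87 in Xinjiang. The mean of 97 of 100 draws of 9 from Shandong was at least as high (median draw 1.91), and so was that of 63 of 100 draws from all accessions (median draw 1.88). Draws of 15 from all accessions had a median H' of 2.21, and 20 of 100 were at or above Shandong. The mean over genes was 2.04 in Shandong, and 6 of 100 of these draws had at least that mean (median draw 1.98).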

Values the study reported

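The study sequenced RNA from developing bulbs of 81 accessions in 3 genetic groups. It counted 44,598 genes as expressed. Between its origin group, nearer to wild species, and the first cultivated group the expression of 8621 genes differed, and for the second cultivated group this number was 10,096. Between both cultivated groups 9400 genes differed, or 16.3% of the garlic genes.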

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

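The tests of the Canada pattern at the end were chosen after its result was seen, apart from the other splits of the accessions. In 6 groups of 4 to 10 accessions, 27 measures gave 162 combinations, and in 29 of them the highest accession lay far from all others of its group. Chance singles out about 1 in 20 groups where values are normally distributed. FPKM are skewed upwards and all 29 values lay at the high end, and the rate was not tested on these data.

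Hebei replicate 1 was far above the other 3 Hebei accessions in several measures. Its GA 20-oxidase Asa0G05638.1 was at 3631 FPKM (others at most 932), the YUCCA-like Asa2G02184.1 at 4.32 (at most 0.868), Asa4G06226.1 at 2.08 (at most 0.268) and Asa0G01440.1 at 77.8 (at most 5.12). It detected 72.5% of the on/off genes, against at most 44.0% in the others of Hebei. Libraries of other sites reached as much, among them Sichuan replicate 3 with 73.4% and Guizhou replicate 2 with 73.0%. Shanxi replicate 2 held 10.1 FPKM of the FT-like Asa6G06199.1 (others at most 4.62), 92.2 of Asa7G03264.1 (at most 17.9) and 73.5 of Asa4G06226.1 (at most 1.89). Shanxi replicate 3 held 111.3 FPKM of Asa0G00279.1 (at most 0.641) and 3.14 of Asa2G02184.1 (at most 1.45). Hebei replicate 1 and Shanxi replicates 2 and 3 were the only accessions of their sites in the first 2 column blocks. Whether the blocks had a part in these values was not tested.

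The FT-like Asa6G06199.1 was at 11.6 FPKM in Canada replicate 4 (others at most 3.32) and at 10.2 in accession 6 of China without a province (at most 4.28). That accession also held 3.18 FPKM of Asa4G06226.1 (at most 1.06). Accession 1 of the same group held 2.06 FPKM of the TGA4-like Asa6G01159.1 (at most 0.792) and 12.3 of Asa7G03264.1 (at most 4.35). In Xinjiang the TB1-like Asa2G00245.1 was at 6.59 FPKM in replicate 4 (at most 2.92), and in replicate 2 the AXR1-like Asa2G00503.1 was at 89.6 (at most 47.4) and Asa0G00279.1 at 92.5 (at most 5.92). Asa2G00253.1 was at 227 FPKM in Canada replicate 5 (at most 55.6), and Asa7G03264.1 at 45.3 in Canada replicate 2 (at most 2.06). The GA 20-oxidase Asa4G02474.1, at few reads, was at 0.370 FPKM in Canada replicate 2, 0.639 in Henan replicate 4, 0.613 in Shanxi replicate 6 and 0.543 in Xinjiang replicate 5.

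Relative depth was 0.604 in Hebei replicate 4 (others at most 0.520), 0.684 in Shanxi replicate 4 (at most 0.510) and 0.989 in Xinjiang replicate 9 (at most 0.530). The 20 highest genes took 43.7% of the FPKM in Canada replicate 2 (at most 13.7%) and 18.01% in Shanxi replicate 1 (at most 12.9%).

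The calls between Canada and Shandong, which include Asa0G01440.1 and Asa7G01989.1, did not rest on Canada replicate 2 alone, since without it 835 genes were called, both of these and 331 of the 459 among them, whereas without Canada replicate 5 there were 1.1e2 genes, 85 of them among the 459, and without replicate 3 there were 1.3e2 and neither gene passed (limma adjusted p = 0.0871 and 0.0605). The changes of the called genes without replicates 5 and 3 had a median ratio of 0.920 and 0.951 to those with all accessions. Their sign was the same in 100%, in fits that share most accessions. Of 100 splits that shuffled the accessions of both sites, 3 gave the real count of 459 genes or more, the real one included. The highest of the others gave 2567, a multiple of the real count that points to a structure of the samples. These splits ignored the column blocks and were not corrected for the number of comparisons, so they do not exclude chance. The blocks overlapped with the sites in part, with 4 of 5 Canada and 3 of 15 Shandong accessions in the first 2, and their share in the calls stays open. With the block as a covariate the median ratio of the called changes was 0.791, their median size went from 0.996 to 0.828 at an SE of 0.24 each, and 33 of the 459 genes were still called, so smaller changes at an equal SE ended the calls. With median-ratio scaling 200 of them were still called, which leaves the scaling open, without Canada replicate 4, whose library may hold 2 accessions, 354 were, and a difference of origin also remains open and untested.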

How the results depend on the processing

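Fits with the column block or with components as covariates, fits within blocks and fits without the 2 accessions of most on/off genes were chosen after the data were seen, and the others before. No paired analysis was possible because the replicate numbers only order the accessions of a site.

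The count of genes between China and other countries was 1323, and it stayed within 1.5 times that with both other pseudocounts, without a filter, with a filter on the mean, with median-ratio scaling, with quantile normalization and with the column block as a covariate (1027 to 1650). It was 692 on untransformed FPKM, 4662 with accession weights, 2712 in the third block, 0 in the first 2 blocks (limma, 2459 at an unadjusted p under 0.05), 20 with the first 3 components and 2377 with components 4 to 6 as covariates. With each accession left out in turn the count was 533 (without Greece replicate 2) to 2080 (without Thailand), with 570 without Eygpt, 605 without Greece replicate 1, 731 without Israel and 846 without Canada replicate 3. In the first 2 blocks the changes of the called genes had a median ratio of 0.693 to those over all accessions. Their median SE went from 0.222 to 0.410. In the third block the median ratio was 1.13. The first 2 blocks held fewer accessions, and otherwise the cause was not tested.

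Among the 6 sites the count of 15 became 8 with a pseudocount of 0.01, 5 with quantile normalization, 9 on untransformed FPKM, 12434 with accession weights, 2 with Xiangjiang counted as Xinjiang, 0 with the column block (limma, 3273 at an unadjusted p under 0.05), 253.0 in the third block (with 1 Canada accession), 104 with the first 3 components and 9 without Canada replicate 4. The range without 1 accession was 1 to 29 genes, and 32 of 43 accessions moved the count by over 1.5 times. It was 1 without Canada 3, Xinjiang 1 or 6, Hebei 2 or 4, Shandong 2, 9 or 10, or Henan 2, and 2 without Canada 5. It was 4 without Shandong 12, 5 without Hebei 1 or 3, and 6 without Shanxi 1 or 5, Shandong 5, 13 or 14, or Xinjiang 5 or 8. It was 7 without Xinjiang 3 or 7, Shandong 3 or Shanxi 4, 8 without Shandong 4 or 11, Xinjiang 4 or Henan 1, and 9 without Canada 4. It was 23 without Xinjiang 9, 24 without Henan 4 and 29 without Canada 1. The cause was not tested.

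Between Canada and Shandong the count of 459 became 274 with quantile normalization, 4718 with accession weights, 251 with Xiangjiang counted as Xinjiang, 43 with the column block and 1027 in the third block, where Canada had 1 accession, assumed to vary like the others, so that this count tests no difference of the sites. Leaving out 1 accession gave 1.1e2 (45 higher and 66 lower, without Canada 5) to 1239 (without Canada 1). It was 1.3e2 (21 higher and 112 lower) without Canada 3, 835 without Canada 2 and 955 without Shandong 8, and without Shandong 11, 2, 4, 3, 13, 10 or 12 it was 266, 2.7e2, 283, 286, 288, 291 or 300.0. The cause was not tested. The counts of 0 became 598 for Xinjiang, 11641 for Henan and 12 for Hebei with accession weights, and for Henan 2 without a filter and 1 with the first 3 components. Without 1 accession there were 0 to 1 gene for Shanxi (1 without Shanxi 3), 0 to 4 for Henan (4 without Henan 4), 0 to 2 for Hebei (2 without Hebei 3) and 0 for Xinjiang. The cause was not tested.

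With median-ratio scaling the unadjusted fry p of 3 lists went under 0.05, namely gibberellin in Xinjiang (p = 0.0464), bud outgrowth and auxin in Canada (p = 7.5e-04) and gibberellin in Canada (p = 0.0284). Adjusted over 9 list tests these were 0.104, 0.00673 and 0.0851, and gibberellin between China and other countries was 0.0347, against 0.161 without that scaling. With an estimated correlation camera gave p = 0.0657 for gibberellin between China and other countries (adjusted p = 0.231), and it was not run with median-ratio scaling. The direction of the photoperiod list turned in Canada with that scaling (fry p = 0.733) and in other countries with a pseudocount of 0.1 (fry p = 0.906). Between Canada and Shandong the count of genes by the study's rule for gained or lost expression ran from 1 to 10 (without Canada 2). The median H' became 2.71 in all accessions, 2.42 in Shandong and 2.11 in Xinjiang on log2 values, and 2.56, 2.44 and 2.197 with the expression filter. Draws of 9 gave 2.06 from all accessions and 2.06 from Shandong. The cause was not tested beyond the number of accessions drawn. The shares of variance stayed on their side of the threshold in every alternative run.

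Of the study-named genes that had not passed, 65 values turned direction, none of them past the threshold (smallest adjusted p = 0.467), and log2 changes are given below. Between other countries and China, the direction turned with quantile normalization for Asa2G00245.1 (0.0055) and Asa2G00503.1 (0.015). With the column block as covariate it turned for Asa2G00245.1 (0.077), Asa2G02184.1 (-0.10) and Asa6G01159.1 (-0.060). In the third block alone it turned for Asa2G00245.1 (0.033), Asa2G02184.1 (-0.21), Asa8G01471.1 (0.0027), Asa6G01159.1 (-0.24) and Asa6G01110.1 (0.31). With accession weights it turned for Asa4G00255.1 (-0.22), Asa2G00503.1 (0.057) and Asa6G01110.1 (0.039). With median-ratio scaling it turned for Asa2G00503.1 (0.027). On untransformed FPKM it turned for Asa2G00681.1 (1.96 FPKM). With a pseudocount of 0.1 it turned for Asa6G01159.1 (-0.056). With a pseudocount of 0.01 it turned for Asa6G01159.1 (-0.077). Leaving out 1 accession turned it for Asa2G02184.1 (-0.085 to 0.084, without Canada 3), Asa2G00503.1 (-0.061 to 0.028, without Israel 1), Asa8G01471.1 (-0.20 to 0.089, without Canada 5), Asa6G01159.1 (-0.13 to 0.063, without Canada 3) and Asa6G01110.1 (-0.19 to 0.0063, without Japan 1). Between Xinjiang and Shandong, the direction turned with a pseudocount of 0.01 for Asa2G00245.1 (-0.32). On untransformed FPKM it turned for Asa2G00503.1 (0.33 FPKM) and Asa2G04763.1 (1.44 FPKM). With quantile normalization it turned for Asa2G00681.1 (-0.024). With accession weights it turned for Asa2G00681.1 (-0.17). With Xiangjiang counted as Xinjiang it turned for Asa2G00681.1 (-0.067). With the column block as covariate it turned for Asa2G04763.1 (0.033). Leaving out 1 accession turned it for Asa2G00245.1 (-0.0073 to 0.36, without Xinjiang 4), Asa2G00681.1 (-0.15 to 0.26, without Xinjiang 1), Asa8G01471.1 (-0.36 to 0.054, without Xinjiang 3) and Asa2G04763.1 (-0.26 to 0.32, without Xinjiang 4). Between Canada and Shandong, the direction turned with median-ratio scaling for Asa2G00245.1 (0.0079), Asa2G00253.1 (0.037) and Asa6G01110.1 (0.016). With quantile normalization it turned for Asa2G00245.1 (0.22). With the column block as covariate it turned for Asa2G00245.1 (0.38), Asa2G00503.1 (-0.064), Asa2G00253.1 (0.25) and Asa0G05638.1 (-0.17). In the third block alone, with 1 Canada accession, it turned for Asa2G00245.1 (0.079), Asa2G02184.1 (-0.39), Asa2G00503.1 (-0.32), Asa2G00253.1 (0.95), Asa8G01471.1 (0.90), Asa2G04763.1 (1.26), Asa6G01159.1 (-0.43), Asa6G01110.1 (0.41) and Asa0G05638.1 (-0.29). With accession weights it turned for Asa4G00255.1 (-0.35), Asa2G00681.1 (-0.11) and Asa6G06199.1 (0.27). On untransformed FPKM it turned for Asa2G00253.1 (24.2 FPKM) and Asa2G04763.1 (0.52 FPKM). With a pseudocount of 0.01 it turned for Asa6G01159.1 (-0.26). Leaving out 1 accession turned it for Asa2G00245.1 (-0.33 to 0.14, without Canada 3), Asa4G00255.1 (-0.046 to 0.69, without Canada 1), Asa2G00503.1 (-0.074 to 0.26, without Canada 3), Asa2G00253.1 (-0.94 to 0.42, without Canada 2), Asa2G00681.1 (-0.026 to 0.9999, without Canada 2), Asa8G01471.1 (-0.79 to 0.31, without Canada 5), Asa2G04763.1 (-0.55 to 0.62, without Canada 5), Asa6G01159.1 (-0.17 to 0.54, without Canada 3) and Asa6G01110.1 (-0.33 to 0.24, without Canada 2).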

Other observations

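The correlations between study-named genes and the tests of the 2 patterns were chosen after the results were seen, whereas the other splits of the accessions were planned.

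The TGA4-like Asa2G04763.1 and the BEL5 ortholog Asa6G01110.1 varied together across accessions. Because the accessions formed clusters on the first component, relations were computed apart for the 41 accessions below 0 and the 43 above, for 78 pairs of 13 genes, or 156 relations. The side below 0 still held the Greece, Israel and Eygpt accessions, which the third component sets apart, so clusters within a side were not removed. Pearson's r of this pair was 0.584 and 0.760 (permutation p = 1.2e-04 and 1e-05, the latter the smallest the permutations can give, adjusted p = 0.00234 and 7.8e-04), Spearman's rho 0.623 and 0.714 (permutation p = 2e-05 and 1e-05), and r without the 2 farthest accessions 0.633 and 0.681. In the third column block r was 0.732 and 0.809. In total 5 pairs passed on both sides, all positive, and 4 of them held Asa6G01110.1. The relation of the YUCCA-like Asa2G02184.1 and the TOPLESS-related Asa4G00255.1 did not pass within the sides, with r of -0.066 and 0.080 (permutation p = 0.681 and 0.613, adjusted p = 0.846 and 0.793), rho of -0.233 and 0.0896 (permutation p = 0.143 and 0.568), and r without the 2 farthest accessions of -0.233 and 0.067. In the third column block its r was -0.512 over 24 accessions below 0 and 0.190 over 37 above, and a difference between blocks was not tested.

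The genes called between China and other countries include the SLR1 homolog Asa2G00237.1. The tables argue against the scaling of FPKM as the whole cause, since 1165 of the 1323 genes were still called with median-ratio scaling. They also argue against the column blocks as the whole, since the median ratio of the changes with the block as a covariate was 0.941. That covariate takes the change as equal in every block, which was not tested. The first 2 blocks alone gave 0 calls (limma, 2459 at an unadjusted p under 0.05), and the median ratio there was 0.693. With the first 3 components as covariates 20 genes were called, but these components come from the same values and would remove a broad difference of any origin, so an uneven share of the main expression clusters among the groups stays open. The 7 accessions set apart on the third component moved the count both ways. Without 1 of the 4 from other countries it was 533 to 731, and without 1 of the 3 from Xinjiang 1937 to 1955. Others moved it too, to 846 without Canada replicate 3 and 2080 without Thailand, so these counts do not settle it. Relative depth was 0.593 in other countries and 0.582 in China (permutation p = 0.803), while the summed FPKM were 1193665 and 1167965 (permutation p = 0.0287), so a part of the scaling and a difference of origin, which was untested, stay open. Of 100 splits 2 gave a count as large, the real one included, and the highest of the others had 1734 genes. The splits shuffled accessions across expression clusters and column blocks and were not corrected for the number of comparisons, so they do not exclude chance.

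Jiangsu replicate 2 detected 97.2% of the on/off genes. Depth was argued against by 6 other libraries of relative depth 0.9 or more, which detected at most 72.8%. The detected on/off genes had a median log2 level of -1.51 against accessions that express them, and 52.3% of the on/off genes reached 2 FPKM. That median also covers genes that the accession may express itself, so low carry-over of the others stays open. The mean of Shandong replicates 9 and 12 gave r = 0.731 across genes, which are not independent replicates, against 0.377 for the best single accession, a gain of 0.353 where Canada replicate 4 had 0.197 and the median of the others was 0.0115. Expression of 2 accessions in 1 library is therefore a candidate explanation, with a fitted share of 0.55, and also for Canada replicate 4, where the mean of Canada replicate 3 and Shandong replicate 4 gave r = 0.9002 against 0.703. A plant that carries both parental types predicts the same and was not separated by these tests, so that stays open. The r of 0.731 for Jiangsu replicate 2 was itself low. Only the Ukraine accession (0.534) and Canada replicate 3 (0.575) had a lower r with their best pair.

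Among the 6 sites chance could not be excluded, with 15 genes called, as many or more in 5 of 100 splits, and 491 in the highest of the others. For Xinjiang, Shanxi, Henan and Hebei the real count of 0 (limma, 3724, 834, 1.8e2 and 397 at an unadjusted p under 0.05) is reached by any split, here 100 of 100, so the splits test nothing for these sites. They had 10034, 28, 4402 and 986 genes in the highest of the others. Splits that call 10034 or 4402 genes point to a structure of the samples that crosses the sites.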
